A study of Mus musculus with 8 samples. Its data were reported in "Coordinated repression of totipotency-associated gene loci by histone methyltransferase EHMT2 via LINE1 regulatory elements" (2025).

How the data were processed

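HA ChIP-seq and matched input chromatin were sequenced from EHMT2-dTAG mESCs treated for 24 h with DMSO or dTAG. Samples were grouped by antibody, treatment and kind of library as the labels give them. The authors concatenated and trimmed the reads, aligned them to mm10 with STAR so that a read with several possible locations was assigned to 1 of them, removed duplicates with Picard and removed reads in high-signal blacklist regions. They called peaks with MACS2 on paired-end fragments and kept peaks with a q-value under 0.05. The assignment of multimapping reads allows peaks in repeats, and the position of a peak among near-identical copies is uncertain. The ab9110 lists were called per library and the C29F4 list on merged replicates, as its file states, so the C29F4 replicates could not be compared. Separate C29F4 replicate lists, C29F4 input and ab9110 DMSO input were not analysed here.

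Each list gives the position of every peak and values from the authors' peak caller. The deposited fold enrichment is the ratio of fragment pileup to background at the summit. It is the authors' value for each peak. It was used to describe, rank or filter peaks within a list and, together with the p-value, to reconstruct the fragments behind each peak for the comparisons of depth. Folds of different lists were not tested against each other. The deposited −log10 p and −log10 q values refer to the summit, whose position is given as an offset. The deposited integer score was 10 times −log10 q for 100% of C29F4 peaks and 10 times −log10 p for 100% of the peaks of each ab9110 list. Peak numbers ran without gaps in the C29F4 list (highest number 11010 for 11010 peaks) and with gaps in the ab9110 lists (highest numbers 171702, 237195 and 774156 for 40816, 16324 and 2050 peaks). The C29F4 list was thus thresholded differently from the others at the calling step, in a way the methods do not state. The lowest −log10 q was 1.35 for C29F4 and 1.31 for each ab9110 list. Whether a control library entered the calls is not stated. Backgrounds above the lowest value were compared with whole multiples of the best step found for each list. They matched in 34.2% of C29F4 (step 1.39), 29.5% of ab9110 DMSO (0.734) and 32.0% of ab9110 dTAG peaks (0.638). In input peaks the share was 8.54% (0.331). Scaled counts of a control library could give such matches. The share was higher in each ChIP list than in the input list, which goes with a control in the ChIP calls. The share expected by chance was not measured, so this is not settled.

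Pileup and background at each summit were reconstructed from the fold, (pileup + 1) / (background + 1), and the Poisson p-value, taking the whole-number pileup whose p-value was closest. This solved 100% of the peaks of the ChIP lists and 99.9% of the input peaks. MACS2 sets its lowest background to the mean coverage of the library, so the lowest reconstructed background, which was also the most frequent, gave the relative depth. To compare lists at like depth, the fragments at each DMSO summit were thinned binomially to 58.2% (the ratio of mean coverage, dTAG to DMSO), and a peak was kept when its −log10 p reached the lowest value of the dTAG list, 4.28. The expected number of kept peaks was 16221, and 100 seeded thinnings gave 16011 to 16383. In tests on 4712 simulated peaks, 100% of pileups and backgrounds were recovered, and the expected share kept after thinning was 86.5% against 86.4% in drawn thinnings. Thinning acts on summits and does not model merging or splitting of peaks.

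Lists were compared by overlap of at least 1 bp, with shares of peaks given with exact (Clopper-Pearson) 95% binomial intervals. Peaks are not independent samples, so these intervals cover counting error only, and no p-value was computed between DMSO and dTAG. Each share was set beside 100 seeded random placements of the same peaks on the same chromosome outside assembly gaps. Overlap calls under 3 definitions were tested on 4000 simulated peaks against bedtools 2.31.1, with 0 different calls. Apart from 2 ab9110 DMSO peaks on a fly sequence, described below, all peaks fit within the chromosome lengths of GRCm38, the assembly of mm10. Soft-masked bases came from the RefSeq copy of that assembly, which does not name repeat families, and transcription starts, genes and exons from GENCODE M21. Repeats, starts and gene positions were measured on chromosomes 1 to 19, X and Y, which left out 3 ab9110 DMSO peaks, 1 ab9110 dTAG peak and 4 input peaks. A soft-masked run of at least 5 kb was called a long repeat.

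The tests, the alternatives and the rule for named peaks were fixed before the data were examined, except where stated. The rule named the 5 C29F4 peaks with the highest fold that overlapped an ab9110 DMSO peak and no ab9110 dTAG ChIP or input peak, and the 3 with the highest fold that overlapped both ab9110 ChIP lists and no input peak. It also named the Zscan4 and Obox clusters and Ehmt2. The nearest gene is the one with the smallest distance from the summit, with protein-coding genes preferred at equal distance. Alternatives were q-values under 0.01 and 0.001, overlap of at least 50% of the peak counted, summits at most 250 bp apart, removal of input-overlapping peaks, lists of equal size (the 11010 peaks with the highest −log10 q of each ChIP list), chromosomes 1 to 19, X and Y only, merging of peaks within 500 bp, thinning, ranking by −log10 q, summits plus and minus 50 bp for repeats and a distance of 5 kb for starts. Thinning to 50.45%, the ratio of fragments when the shortest peak of each list is taken as its mean fragment length, and thinning to 58.2% with peaks kept from the lowest −log10 p of the DMSO list, 3.85, were added after seeing the data. For the repeat share, the interval took each peak as 1 trial. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.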

Results

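The data are peak lists from chromatin immunoprecipitation sequencing (ChIP-seq) in mouse embryonic stem cells (mESCs). EHMT2 is a histone methyltransferase that deposits H3K9me2. In these EHMT2-dTAG mESCs the endogenous protein carries a degron and a hemagglutinin (HA) tag, so that an HA antibody pulls it down and the degrader dTAG removes it. The series comprised 8 samples, all collected after 24 h of treatment. With the HA antibody C29F4, there were 2 ChIP and 2 input samples from DMSO-treated cells. With the HA antibody ab9110, there was 1 ChIP and 1 input sample each from DMSO-treated and dTAG-treated cells. Input is sonicated chromatin sequenced without pulldown. The 4 peak lists analysed here were the C29F4 ChIP list (DMSO, called on merged replicates), the ab9110 ChIP lists from DMSO and dTAG, and the ab9110 input list from dTAG. Each condition was represented by 1 list. No difference between lists therefore has a replicate check, and the intervals given below cover counting error only.

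The C29F4 list held 11010 peaks with a median width of 507 bp, covering 7.78 Mb. The ab9110 DMSO list held 40816 peaks with a median width of 429 bp, covering 23.2 Mb. After dTAG, the ab9110 list held 16324 peaks with a median width of 562 bp, covering 10.8 Mb. The dTAG input list held 2050 peaks with a median width of 207 bp, covering 0.536 Mb. The number of ab9110 DMSO peaks fell to 16152 when that list was thinned to the coverage of the dTAG library, which was 58.2% of the DMSO coverage. In proportion, the alternative that moved the count of a list most was a q-value under 0.001, which left 190 input peaks. In number of peaks it was thinning by the ratio of fragments, which left 13930 ab9110 DMSO peaks. Mean fragment coverage, read from the lowest background value in each list, was 3.64 for C29F4, 2.11 for ab9110 DMSO, 1.23 for ab9110 dTAG and 0.978 for the dTAG input. The median summit pileup was 28 fragments for C29F4, 14 for ab9110 DMSO, 12 for ab9110 dTAG and 9 for the input.

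To see how far the HA antibodies marked the same sites in cells that hold EHMT2, the C29F4 list was compared with the ab9110 DMSO list. Of the 11010 C29F4 peaks, 7374 overlapped an ab9110 DMSO peak (66.98%, 95% interval 66.1 to 67.9%). Randomly placed peaks of the same widths overlapped in 2.02% of cases on average, with a range of 1.70 to 2.31% over 100 placements. The alternative that moved this share most was thinning of the DMSO list by the ratio of fragments, which gave 46.4%. In the reverse direction, 7403 of the 40816 ab9110 DMSO peaks overlapped a C29F4 peak (18.1%, 17.8 to 18.5%), against 0.554% for random placement.

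HA ChIP after depletion asks which HA peaks depend on the presence of EHMT2. Of the 40816 ab9110 DMSO peaks, 7720 overlapped an ab9110 dTAG peak (18.9%, 18.5 to 19.3%), against a mean of 0.789% for random placement. Of the 16324 dTAG peaks, 7635 overlapped a DMSO peak (46.8%, 46.0 to 47.5%), against 1.97% for random placement. Among C29F4 peaks, 2385 overlapped a dTAG peak (21.7%, 20.9 to 22.4%), against 0.869% for random placement. When the C29F4 peaks were sorted by both ab9110 lists, 5079 were called in DMSO and not in dTAG (46.1%, 45.2 to 47.1%). A further 2295 were called in both (20.8%, 20.1 to 21.6%), 90 in dTAG alone (0.817%, 0.658 to 1.00%) and 3546 in neither (32.2%, 31.3 to 33.1%). Random placement gave 1.63% in the class called in DMSO and not in dTAG. With the DMSO list thinned to the dTAG coverage, the share called in DMSO and not in dTAG was 30.9%, and the share overlapping a DMSO peak, 49.8%, still exceeded the share overlapping a dTAG peak.

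The input list gave the background measured by the same peak caller. Of the C29F4 peaks, 108 overlapped a dTAG input peak (0.981%, 0.805 to 1.18%), against a mean of 0.0784% for random placement. For the ab9110 lists, 256 DMSO peaks (0.627%, 0.553 to 0.709%) and 106 dTAG peaks (0.649%, 0.532 to 0.785%) overlapped an input peak, against 0.0669% and 0.0745% for random placement. The intervals of the ab9110 shares overlapped each other.

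**Figure D1:**
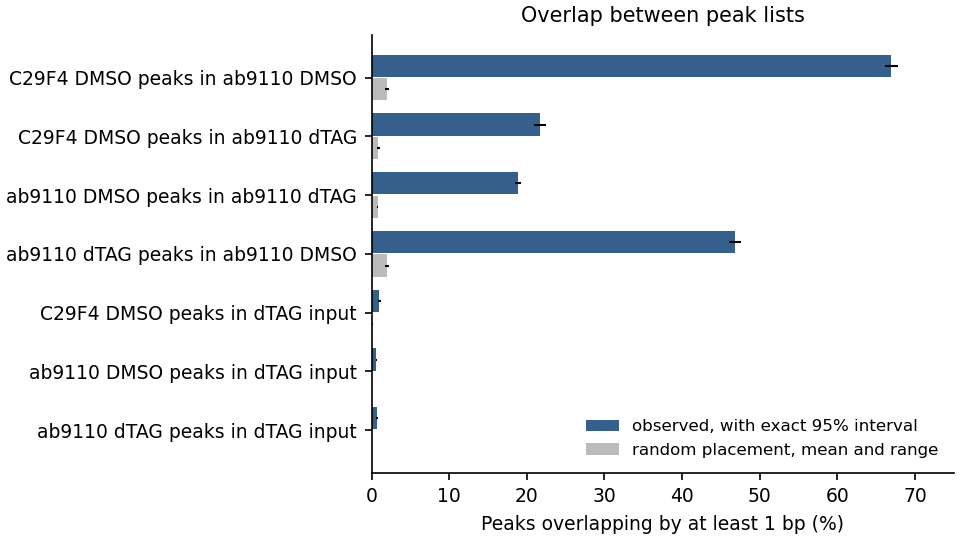
Share of the peaks of one list (named first on each row, in percent on the horizontal axis) that overlapped a peak of another list, with the exact 95% interval, beside the mean and range of 100 random placements. C29F4 peaks overlapped ab9110 DMSO peaks in 66.98% and ab9110 dTAG peaks in 21.7% of cases, and no ChIP list overlapped the input list in more than 0.981% of its peaks.

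DMSO peaks that were also called after dTAG ranked above the rest of their list. Their median fold enrichment lay at percentile 69.3 (68.1 to 70.4) of the ab9110 DMSO list, and that of the 33096 peaks without a dTAG peak at percentile 44.8. Ranked by −log10 q, the median percentile of the peaks also called after dTAG was 79.0. The relation with fold enrichment was not monotonic. In the lowest decile of DMSO peaks by fold, 34.6% (33.1 to 36.0%) overlapped a dTAG peak. The share was 5.63% (4.96 to 6.37%) in the fifth decile and 49.4% (47.9 to 51.0%) in the highest. Thinning to the dTAG coverage alone would have kept 15.6%, 23.1% and 98.7% of the peaks in these deciles. C29F4 peaks showed the same shape, with 20.1% (17.7 to 22.6%) in the lowest, 11.3% (9.48 to 13.3%) in the fifth and 52.5% (49.5 to 55.4%) in the highest decile. Ranked by −log10 q in place of fold, the lowest decile of DMSO peaks overlapped in 4.97% of cases and the highest in 56.8%, so the high share among the weakest peaks was seen with the fold ranking and not with the q ranking.

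**Figure D2:**
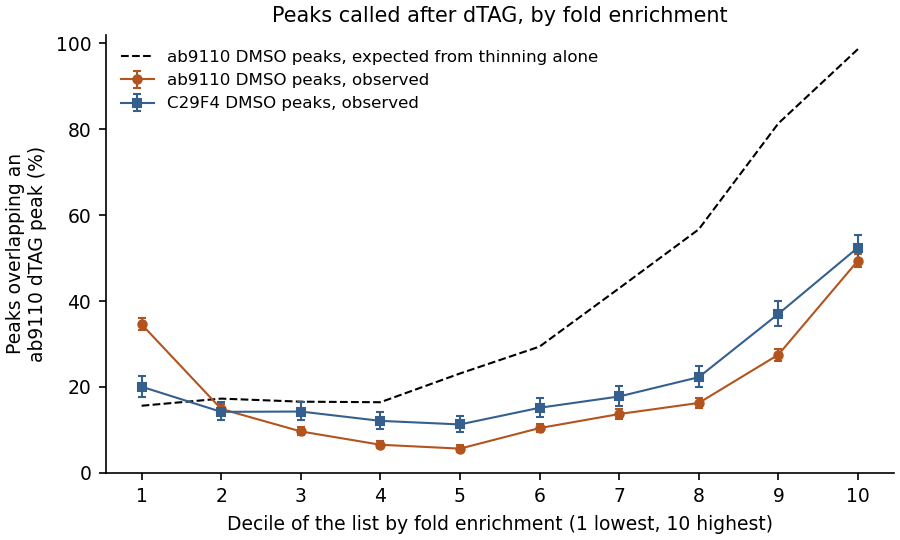
Share of peaks overlapping an ab9110 dTAG peak (vertical axis, percent) in each decile of the ab9110 DMSO and C29F4 lists by fold enrichment (horizontal axis), with exact 95% intervals, and the share of DMSO peaks that thinning to the dTAG coverage alone would keep (dashed). The observed DMSO share lay above the dashed line in the lowest decile (34.6% against 15.6%) and below it in the highest (49.4% against 98.7%).

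Repeats were measured as soft-masked bases of the reference, which made up 36.4% of the assembled sequence of chromosomes 1 to 19, X and Y. The study used a RepeatMasker annotation of transposable elements, so its repeat shares and those given here rest on different annotations. Soft-masked bases made up 57.1% of the bases in C29F4 peaks, 42.0% in ab9110 DMSO peaks, 26.1% in ab9110 dTAG peaks and 51.3% in input peaks. Random placement gave means of 34.2%, 33.9%, 33.7% and 34.0%, and none of the 4 observed shares fell within its random range. A q-value under 0.001 raised the share in input peaks to 67.6%, the largest move of this family. Summits within an uninterrupted soft-masked run of at least 5 kb, called a long repeat here, made up 25.1% (24.3 to 25.9%) of C29F4, 10.2% (9.90 to 10.5%) of ab9110 DMSO, 8.15% (7.74 to 8.59%) of ab9110 dTAG and 21.1% (19.3 to 22.9%) of input peaks. The random means lay between 2.82% and 2.93%.

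The lists also differed in their distance to genes. Summits within 1 kb of an annotated transcription start made up 7.19% (6.72 to 7.69%) of C29F4 peaks, 16.7% (16.3 to 17.1%) of ab9110 DMSO peaks, 43.9% (43.1 to 44.7%) of ab9110 dTAG peaks and 14.3% (12.8 to 15.9%) of input peaks. Random means were 6.11%, 6.22%, 6.30% and 6.12%. The interval of the C29F4 share included its highest random value, 6.74%, and those of the other 3 lists lay above theirs. With a q-value under 0.001, the dTAG share was 63.1%, the largest move among the alternatives at the same distance. Exons held 24.7% of dTAG summits and 3.85% of C29F4 summits, and intergenic sequence held 42.0% and 60.9%. Median GC content was 45.7% in C29F4 peaks, 48.5% in ab9110 DMSO peaks and 53.7% in ab9110 dTAG peaks.

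**Figure D3:**
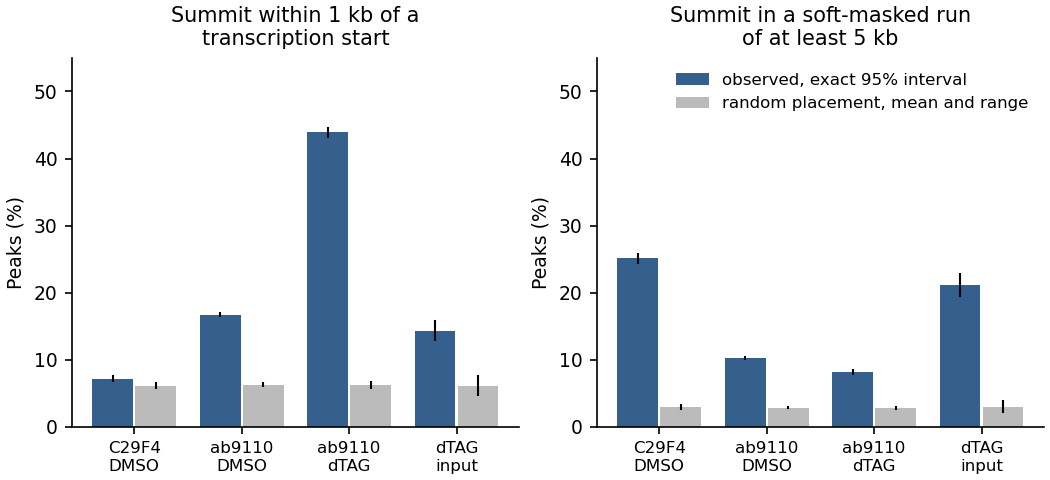
Share of peak summits (vertical axes, percent) within 1 kb of a transcription start (left) and in a soft-masked run of at least 5 kb (right) for each of the 4 lists, with exact 95% intervals, beside the mean and range of 100 random placements. The ab9110 dTAG list had the highest share near starts, 43.9%, and the C29F4 list the highest share in long repeats, 25.1%.

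The strongest C29F4 peaks that were also called with ab9110 in DMSO and in neither dTAG list are given with their positions in mm10. The peak with the highest fold enrichment lay on chromosome 18 from 25667720 to 25668782, in an intron of Celf4, with a C29F4 fold of 34.7 and an ab9110 DMSO fold of 10.3. The next lay on chromosome 15 from 72568200 to 72569641, in intergenic sequence 19540 bp from the antisense gene Gm49460, with folds of 27.0 and 20.3. A peak on chromosome 4 from 140258760 to 140259689, 12399 bp from Igsf21, had folds of 26.1 and 10.8. A peak on chromosome 12 from 42972499 to 42973640 lay in an intron of the lincRNA gene Gm33340 and had folds of 20.0 and 14.1. The last of these 5 peaks lay on chromosome 4 from 152799089 to 152799961, 99118 bp from the lincRNA gene Gm833, with folds of 19.9 and 12.04. Soft-masked bases made up 3.67%, 40.7%, 3.33%, 11.03% and 26.8% of these peaks, in the same order, and none of their summits lay in a soft-masked run.

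Among C29F4 peaks called with ab9110 in both DMSO and dTAG and not in the input, the strongest lay on chromosome 14 from 63605619 to 63606708, in an intron of the antisense gene Gm15918 and 280 bp from a transcription start. Its C29F4 fold was 63.6, and the ab9110 folds were 30.9 in DMSO and 4.94 in dTAG. The next lay on chromosome 4 from 151604178 to 151605647 in an intron of Camta1, with a C29F4 fold of 52.0 and ab9110 folds of 21.2 and 3.94. The last of these 3 lay on chromosome 9 from 106110696 to 106112992, 9189 bp from the processed pseudogene Gm9451, with a C29F4 fold of 20.9 and ab9110 folds of 17.5 and 3.82. Folds of different lists rest on different backgrounds and depths and were not tested against each other. When an overlap of at least 50% of the C29F4 peak was required, 1 of these 3 peaks still counted as called in both lists.

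Peaks were also counted at loci tied to the study's questions. The span of the Zscan4a to Zscan4f genes on chromosome 7, from 10794242 to 11402318, held 0 C29F4, 7 ab9110 DMSO, 1 ab9110 dTAG and 0 input peaks. A span of this length would hold 2.53, 9.38, 3.75 and 0.471 peaks at the genome-wide density of each list. This density takes no account of how well reads map in a cluster of similar genes. Sites outside the span were not counted, and the paper proposes that EHMT2 acts on such clusters from distal LINE-1 elements. The span of 7 Obox genes on chromosome 7, from 14331436 to 15839678, held 1 C29F4, 7 ab9110 DMSO, 1 ab9110 dTAG and 2 input peaks, against 6.27, 23.2, 9.30 and 1.17 at the genome-wide density. Its C29F4 peak, from 14399022 to 14399872, had a fold of 5.79, lay in intergenic sequence and was 80.4% soft-masked. With a q-value under 0.01, 2 of the 7 DMSO peaks in the Zscan4 span and 4 of the 7 in the Obox span were left. Ehmt2 itself, on chromosome 17 from 34898469 to 34914052, held 0 C29F4, 1 ab9110 DMSO and 2 ab9110 dTAG peaks. The DMSO peak had a fold of 2.64 and lay in an intron.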

Values the study reported

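The study reported 12,266 EHMT2 peaks by ChIP-seq and 13,675 by ChIP-exo, with about 20% of peaks found by both methods. The ChIP-seq experiments used 2 cell lines. After 24 h of dTAG, the study reported near complete loss of EHMT2 by Western blot. It also reported a significantly lower HA ChIP-seq signal after 24 h of depletion, at all peaks found in cells with EHMT2.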

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

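The tests in this part were chosen after the result was seen. The ab9110 DMSO list named 2 peaks on a sequence of the fly genome (dm6, chromosome X), and none of the other 3 lists did, the dTAG input list included. A signal outside the mouse genome and above the level of the input list is what drew attention to it. The peaks lay from 13100602 to 13100861, with 16 fragments over a background of 2.11, and from 23020417 to 23021823, with 32 fragments over a background of 3.67. The alignment index therefore held fly sequences for this library, which the methods do not state. Fly chromatin in the library is a candidate explanation, for example added for scaling or carried over. With 2 peaks on 1 sequence, too little fly signal was called to show or exclude it. Mouse reads placed on a similar fly sequence are another. At the dTAG coverage the stronger peak would have been called with a chance of 99.9%, so that coverage alone does not account for its absence from the dTAG list. The ratio of coverage need not hold for fly sequence. A difference between the mouse sequences pulled down in these libraries could also give the absence, as could a dTAG index without fly sequences. The fly genome was not used here, so these explanations cannot be told apart. The design gives no biological group for this signal, and no biological explanation was tested.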

How the results depend on the processing

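Thinning by the ratio of fragments and thinning with the lowest −log10 p of the DMSO list were chosen after seeing the data, and the other alternatives before. No paired analysis was possible because the lists give no value per replicate: the C29F4 samples that share the numbers 4 and 5 are merged into 1 list, and every result here comes from no test. Leaving out a replicate was not possible for the same reason. Shares are called moved when they left the main 95% interval and counts when they changed by more than 1.5 times. The cause of a move was not tested unless the alternative itself sets it, as with lists that a threshold or thinning shortens. Of 156 recomputed values, 59 stayed within these limits. Restricting to chromosomes 1 to 19, X and Y and removing input-overlapping peaks moved none of the values recomputed under them. Merging peaks within 500 bp was run for the 4 peak counts alone and moved none of them.

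With q-values under 0.01, the lists held 23920 ab9110 DMSO, 9860 dTAG and 564 input peaks. DMSO peaks overlapped dTAG peaks in 22.0% of cases and dTAG peaks DMSO peaks in 53.0%. C29F4 peaks overlapped DMSO peaks in 63.2% and dTAG peaks in 17.1%. Input peaks were met by 0.415% of C29F4, 0.259% of DMSO and 0.233% of dTAG peaks. The median fold percentile of DMSO peaks also called in dTAG was 64.4.

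With q-values under 0.001, the lists held 14722 ab9110 DMSO, 5963 dTAG and 190 input peaks. DMSO peaks overlapped dTAG peaks in 21.2% and dTAG peaks DMSO peaks in 51.8%. C29F4 peaks overlapped DMSO peaks in 59.3% and dTAG peaks in 11.7%, and 48.0% were called in DMSO and not in dTAG. Input peaks were met by 0.113% of C29F4, 0.0951% of DMSO and 0.0671% of dTAG peaks. The median percentile was 54.8. The repeat share was 58.7% for C29F4, 45.9% for DMSO, 21.6% for dTAG and 67.6% for input peaks. The share within 1 kb of a start was 20.0% for DMSO, 63.1% for dTAG and 8.51% for input peaks.

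With an overlap of at least 50% of the peak, DMSO peaks overlapped dTAG peaks in 14.0% and dTAG peaks DMSO peaks in 37.1%. C29F4 peaks overlapped DMSO peaks in 59.6% and dTAG peaks in 12.3%, and 48.1% were called in DMSO and not in dTAG. Input peaks were met by 0.154% of C29F4, 0.235% of DMSO and 0.159% of dTAG peaks. The median percentile was 61.2, and 1 of the 3 named peaks called in both DMSO and dTAG remained so. With summits at most 250 bp apart, the shares were 15.0% for DMSO in dTAG, 37.4% for dTAG in DMSO, 52.1% for C29F4 in DMSO, 15.1% for C29F4 in dTAG and 40.1% for C29F4 in DMSO and not in dTAG. Input summits were near 0.536% of C29F4, 0.480% of DMSO and 0.447% of dTAG summits.

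With lists of equal size, 35.1% of DMSO peaks overlapped dTAG peaks and 35.5% the reverse. C29F4 peaks overlapped DMSO peaks in 47.8% and dTAG peaks in 17.4%, and 32.2% were called in DMSO and not in dTAG. Input peaks were met by 1.28% of DMSO and 0.836% of dTAG peaks, and the median percentile was 56.2. With the DMSO list thinned to the dTAG coverage, it held 16152 peaks, of which 30.6% overlapped dTAG peaks and 0.984% input peaks. Of dTAG peaks, 30.8% overlapped a DMSO peak, and of C29F4 peaks 49.8%, with 30.9% called in DMSO and not in dTAG. The median percentile was 66.7. Thinned by the ratio of fragments, the list held 13930 peaks, of which 32.3% overlapped dTAG peaks and 1.08% input peaks. Of dTAG peaks, 28.2% overlapped a DMSO peak, and of C29F4 peaks 46.4%, with 28.0% called in DMSO and not in dTAG. The median percentile was 66.6. Thinned to the dTAG coverage with peaks kept from the lowest −log10 p of the DMSO list, 3.85, the list held 19949 peaks, of which 27.5% overlapped dTAG peaks and 0.902% input peaks. Of dTAG peaks, 34.1% overlapped a DMSO peak, and of C29F4 peaks 53.1%, with 33.7% called in DMSO and not in dTAG.

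Ranking by −log10 q gave a median percentile of 79.0. Around summits plus and minus 50 bp, the repeat share was 49.6% for C29F4, 40.6% for DMSO, 28.6% for dTAG and 56.3% for input peaks. Within 5 kb of a start lay 20.0% of C29F4, 31.8% of DMSO, 56.7% of dTAG and 28.5% of input peaks. The random means at 5 kb were 23.4%, 23.6%, 23.9% and 23.3%, so C29F4 peaks were below random at this distance.

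In each alternative that recomputed the overlap shares, C29F4 peaks overlapped DMSO peaks more often than dTAG peaks, and the median percentile stayed above 50. The share near starts was recomputed with q-values under 0.001 and at 5 kb, and the dTAG list had the highest share in both. The repeat share was recomputed with q-values under 0.001, around summits and, for the ChIP lists, with input-overlapping peaks removed, and the dTAG list had the lowest share in each. The other alternatives were not run for these shares. The 5 named peaks called in DMSO and not in dTAG kept these calls in each alternative that recomputed the overlaps. Of 16 locus counts recomputed at the stricter q-values, 12 were lower. Depth limits the dTAG and input lists most, as their coverage was 1.23 and 0.978 fragments, so a peak not called there may lie under the threshold, and thinning to the dTAG coverage took the share of C29F4 peaks called in DMSO and not in dTAG to 30.9%.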

Other observations

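The tests on GC content, on a background alike in both ab9110 libraries, on an even loss, on background, fold and width in long repeats and on the weakest peaks in this part were chosen after the result was seen, as were the settings of thinning other than the dTAG coverage with the lowest −log10 p of the dTAG list. The other tests on depth, on input regions, on EHMT2 left after depletion, on transcription starts as background and on binding in long repeats as the source of dTAG-sensitive peaks were fixed before.

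Lower depth could account for most of the smaller number of ab9110 peaks after dTAG. The DMSO list of 40816 peaks, thinned to the dTAG coverage, was expected to hold 16221, against 16324 in the dTAG list. This value depends on the setting. It was 14050 at the ratio of fragments, and 19935 when peaks were kept from the lowest −log10 p of the DMSO list in place of that of the dTAG list, which itself depends on the dTAG calls. The relative depth was inferred from the lists, so whether depth accounts for all of the difference stays open. Which peaks were called was a different matter. Of 3323 DMSO peaks that would be called in at least 99% of thinnings, 59.9% (58.2 to 61.5%) overlapped a dTAG peak. Lower depth would have left about 99% of them, so it does not account for the rest. At the ratio of fragments the share was 61.4% (59.5 to 63.3%) of 2617 such peaks, and with the lowest −log10 p of the DMSO list it was 58.6% (57.0 to 60.2%) of 3731. At the dTAG coverage, the share was 57.0% (55.1 to 58.9%) among the 2661 of the 3323 peaks that overlapped a C29F4 peak and 71.3% (67.7 to 74.7%) among the other 662. Summits within 1 kb of a start made up 6.16% of the 2661 and 37.8% of the 662, so these groups also differed in position. A count of peaks before and after depletion therefore says little here about loss of signal at given sites. With 1 library for each treatment, loss of EHMT2 and a difference between libraries that varies among sites stay open. A pulldown efficiency lower by the same factor at all sites would act as an even loss. The model of an even loss given below predicted 91.9% away from long repeats and starts and 86.3% in long repeats at a DMSO fold of 10 or more. The observed shares were 51.4% and 63.1%. They argue against such an efficiency as the whole source at these peaks, as far as the model holds.

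The 8689 dTAG peaks without a DMSO peak lay within 1 kb of a start in 44.5% (43.4 to 45.5%) of cases, and the 7634 with a DMSO peak in 43.2% (42.1 to 44.4%). DMSO peaks also called in dTAG lay near a start in 43.7% (42.6 to 44.8%) of cases, against 10.4% (10.1 to 10.7%) of DMSO peaks not called in dTAG. This is consistent with background at transcription starts that does not need EHMT2. A background alike in both ab9110 libraries is not the whole source, as far as the local DMSO background is the dTAG one scaled by depth, as taken here. Of 537 dTAG peaks of fold 6 to 8 near a start and outside long repeats, 75.05% (71.2 to 78.7%) were called in the deeper DMSO list. A like signal would give 98.2%, with each pileup taken at the lower bound of its 95% interval because peaks are selected for high pileup. Elsewhere, 93.8% (89.9 to 96.5%) of 240 such peaks were called in DMSO, where a like signal would give 96.3%. Near a start, the share at a fold of 4 to 6 was 54.6% (52.7 to 56.5%) of 2674, below the 69.6% given in the same way. At 8 to 10 it was 84.04% (75.05 to 90.8%) of 94, below 99.97%. All 30 peaks of fold 10 or more were called. Under a fold of 4, 34.3% (32.8 to 35.8%) of those near a start were called in DMSO, above the 22.3% given in the same way. Peaks under a fold of 4 therefore do not decide. Over all folds the shares near a start were 45.9% and 47.1%. A background pileup at starts that is higher in the dTAG library at part of the sites could give this. A higher local background in DMSO, which was not read at these sites, could also give it. A gain of signal there after dTAG and a difference between the libraries stay open, with 1 library for each treatment. Of dTAG peaks, 0.649% overlapped an input peak. The input list had a lower coverage and a higher lowest −log10 p, 5.85 against 4.28, so background in input chromatin stays open for weak dTAG peaks. At a dTAG fold of 6 to 8, the median pileup was 23 fragments for the 537 peaks near a start and 20 for the 240 elsewhere. The median of input peaks was 9. The overlap with input peaks was not computed for these stronger peaks alone. Of all 16324 dTAG peaks, 106 overlapped an input peak, so most of the 537 and of the 240 lay outside called input regions. If a control entered the calls, the calling itself would favour this. GC content alone is not the source. Among DMSO peaks of 55 to 60% GC outside long repeats, 54.0% (51.3 to 56.7%) of those near a start and 16.6% (14.8 to 18.6%) of those elsewhere were called after dTAG. GC content still went with the share near starts, from 24.3% under 50% GC to 70.7% at 60% GC or more, while thinning would have kept 39.1% and 42.2%. Antibody cross-reaction and accessible chromatin at promoters were not separated by these tests.

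The high share among the weakest DMSO peaks by fold came mainly from the same class, which gave 1097 of the 1472 such peaks called after dTAG. In the lowest decile, 58.6% (56.3 to 60.8%) of the 1873 peaks near a start were called after dTAG, against 16.8% (15.2 to 18.5%) of the 2062 elsewhere and 8.98% (6.10 to 12.6%) of the 323 in long repeats. Thinning would have kept 17.9%, 13.6% and 15.6%. The median background in this decile was 6.60 fragments near a start, 5.13 elsewhere and 5.87 in long repeats, and the list's median was 3.23. It was highest near a start, and the classes were not compared at like background. Background at transcription starts is a candidate explanation for this part.

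Long repeats showed the opposite of what was predicted for dTAG-sensitive sites. Summits in long repeats made up 25.9% (24.7 to 27.1%) of the C29F4 peaks called in DMSO and not in dTAG, which is above the random mean of 2.93%. They made up 42.9% (40.9 to 45.0%) of the C29F4 peaks also called in dTAG. At a C29F4 fold of 6 to 8, 60.04% (55.9 to 64.1%) of the peaks in long repeats were called after dTAG, against 24.6% (20.2 to 29.4%) of those away from long repeats and starts, so a higher fold is not the whole explanation in this class. The difference depended on the fold. Under a fold of 4, 11.1% (9.22 to 13.1%) of the 1030 C29F4 peaks in long repeats and 13.6% (12.6 to 14.6%) of the 4999 elsewhere were called after dTAG, and at 4 to 6 the shares were 39.7% (36.0 to 43.5%) and 16.2% (14.5 to 17.9%). Among ab9110 DMSO peaks, long repeats were lower under a fold of 4, with 5.29% (4.36 to 6.36%) against 6.88% (6.57 to 7.21%), alike at 4 to 6, with 21.3% (18.5 to 24.4%) against 22.2% (21.01 to 23.4%), and higher at 6 to 8, with 56.8% (52.7 to 60.9%) against 44.9% (41.5 to 48.3%). Peaks in long repeats were wider, with a median of 1527 bp against 743.5 bp at a C29F4 fold of 6 to 8, and width accounts for a part. Among these peaks, the shares in long repeats and elsewhere were 28.9% (16.4 to 44.3%) and 16.2% (11.4 to 22.0%) under 800 bp, 39.4% (30.0 to 49.5%) and 23.2% (15.1 to 32.9%) from 800 to 1200 bp, and 68.6% (63.9 to 73.0%) and 54.0% (40.9 to 66.6%) at 1200 bp or more. Long repeats were higher in each width class, with intervals that overlap. With a fixed window of 250 bp around the summit, which does not favour wide peaks, they were 40.1% (36.1 to 44.3%) and 20.2% (16.2 to 24.7%). Long repeats held 2.34% (2.03 to 2.68%) of the dTAG peaks not called in DMSO and 14.8% (14.0 to 15.6%) of those also called in DMSO. A background common to long repeats would be called in the deeper DMSO list too, so these shares do not decide on it. Of the 1331 dTAG peaks in long repeats, 84.7% (82.7 to 86.6%) were called in DMSO, above the 32.8% given for a like signal. Thinning would have kept 99.9% of the DMSO peaks in long repeats at a fold of 6 to 8 and 100% at 10 or more. After dTAG, 56.8% and 63.1% of them were called. These values argue against a signal alike in both libraries at all such peaks. EHMT2 left on long repeats and a background at part of them cannot be told apart. Assignment of multimapping reads to a preferred copy could be part of such a background and was not tested.

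Whether EHMT2 was left after depletion is not decided by the share called among strong peaks. The strongest decile of C29F4 peaks overlapped dTAG peaks in 52.5% (49.5 to 55.4%) of cases and the weakest decile in 20.1% (17.7 to 22.6%). Residual EHMT2 predicts such a rise, and so does any signal or background that keeps its rank. Thinning alone gave 15.6% in the lowest and 98.7% in the highest decile of DMSO peaks. The rise was smaller away from long repeats and starts, where the share of C29F4 peaks was 13.6% (12.6 to 14.6%) under a fold of 4, 24.6% (20.2 to 29.4%) at 6 to 8 and 26.1% (17.5 to 36.3%) at 10 or more. In long repeats it was 61.8% (53.9 to 69.3%) at 10 or more. The strongest C29F4 peaks away from long repeats and starts were thus called after dTAG less often than those in long repeats. An even loss at all sites would make the share rise further among strong peaks. For DMSO peaks away from long repeats and starts, it was 44.9% (41.5 to 48.3%) at a fold of 6 to 8 and 51.4% (43.0 to 59.7%) at a fold of 10 or more. In long repeats the DMSO shares were 56.8% (52.7 to 60.9%) and 63.1% (57.3 to 68.6%). An even residual fitted on the peaks of fold 6 to 8, in a Poisson model with 45.4% and 40.1% of the DMSO signal left, gave 91.9% and 86.3% at a fold of 10 or more. These values argue against an even loss as the whole source of the peaks called after dTAG, as far as the model holds. An uneven loss between sites stays open, as does background at part of them.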
